A study of Mus musculus with 4 samples. Its data were reported in "Pioneering function of Isl1 in the epigenetic control of cardiomyocyte cell fate" (2019).

How the data were processed

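RNA-seq was available for 4 libraries of day 5 Nkx2-5-GFP+ CPCs, 2 from control and 2 from Baf60c KD cells, and groups and replicate numbers were taken from the sample labels. According to the study's methods, libraries were made from sorted cells with a stranded mRNA kit and sequenced on a NextSeq500. The authors mapped reads with STAR to the mm9 build and counted them over the exons of RefSeq transcripts with HOMER, with reads of both strands accepted. Strand information was therefore not used in counting, and reads of a gene and of an overlapping or antisense partner cannot be told apart. Of 147 genes named, 32 share exon bases with another annotated gene. Reads that match near-identical genes, such as Hspa1a and Hspa1b, are uncertain too. Whether they were counted or dropped is not stated in the study's methods, and if dropped, the levels of such genes are too low.

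The values deposited by the authors were RPKM, reads per kilobase of transcript scaled to the library's counted reads, computed by them with edgeR. The deposited table also held the authors' DESeq2 output, namely the log2 fold change, the unadjusted p-value and a mean signal of size-factor normalised reads over the 4 libraries, and the authors' transcript length. Tool names and the build also stand in the submitters' processing notes, and no version was given there or in the study's methods for the tools that made the table. The table had 35707 rows and proved to be a pair of tables that had been normalised separately and stacked. The first 31507 rows hold 20701 gene symbols, 5808 of them with several transcripts, and entered all main tests. The last 4200 rows hold noncoding transcripts, of which 644 repeat rows of the first part, and the 3233 symbols found only there were tested on their own. No p-value was given by the authors in 7499 rows.

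Multiplying RPKM by length and by the library total returned whole reads for 100% of the values (tolerance 0.001 reads). The totals were 23233027 and 22064092 reads in control and 22714412 and 30398452 reads in Baf60c KD. A read shared by several transcripts of a gene is counted in each of them, so 1 transcript per gene symbol was kept, the one with most mean reads. Those transcripts held 13317597 and 12623006 reads in control and 13199217 and 17649423 reads in Baf60c KD. Reads of the replicates differed by more than counting noise in both groups, with a chi-square per degree of freedom of 1.52 in control and 1.17 in Baf60c KD, so that no library was a copy of another, against 83.9 between the summed groups. Differences that small between replicates give high precision for abundant genes, and 2 libraries per group limit what can be known of the spread, part of which may be technical.

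Counts had been anticipated before the data were examined, with a quasi-likelihood count model as the main test. Since the deposited unit was RPKM, limma (version 3.58.1 in R 4.3.3) was used on log2(RPKM + 1) instead, with a filter of a mean of at least 0.5 RPKM over the 4 libraries, a variance prior with trend and robust estimation, no covariate, and Benjamini-Hochberg adjustment over all genes tested. A gene was called changed at an adjusted p under 0.05. Fold changes are on the log2(RPKM + 1) scale, which understates the change of low genes. The same fit was read at the study's thresholds, an unadjusted p under 0.05 with an absolute log2 fold change over 0.58.

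A total of 22 gene lists had been fixed before the data were examined: sarcomere, calcium handling, ion channels, muscle metabolism, cardiac transcription factors, second heart field, Hox, SWI/SNF, signalling, endothelial, haematopoietic, smooth muscle, epicardial, pluripotency, early mesoderm, endoderm, neural ectoderm, fibroblast and matrix, cell cycle, interferon, stress, and immediate-early genes. Each was tested with camera at a preset correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over the lists, and again with an estimated correlation and with fry. Of the 11 lists past the threshold with the preset correlation, none held with an estimated correlation. A higher correlation does not explain this for sarcomere (estimate 0.00923), muscle metabolism (−0.0256) or immediate-early genes (−0.0447). With 2 libraries per group, the test with an estimated correlation has few residual degrees of freedom. Yet simulated lists of 20 genes, all raised or all lowered by 1 on the log2 scale, passed it (camera adjusted p = 0.00571 each). These genes were drawn independently and the adjustment was over fewer lists. An unchanged list did not pass (0.754). Low power was thus not shown to be the reason why none of the 11 held. Every list result is therefore a statement at the preset correlation. Members were counted as higher or lower at an adjusted p under 0.05 over all genes and adjusted over the list alone.

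Named genes followed a rule also fixed before the data were examined: Smarcd3, then the 12 genes with the largest change in each direction among those past the threshold with a mean of at least 50 reads and both Baf60c KD libraries on the same side of both control libraries, then up to 4 members of each list with the smallest p and, for marker lists, up to 2 further members with the highest expression. This gave 116 genes, a few of which are not reported here. Other genes are said to have been named after their values were seen. Positions were taken from the mm9 annotation, and shRNA target sequences from the study's methods were searched in the mm9 genome.

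The limma test and the list tests were tested on simulated data, with reads drawn from the real means and library sizes for the comparison of control against Baf60c KD. In 11905 simulated genes, 200 of them changed, limma on log2 RPKM recovered 90.9% of the genes changed by 0.58 on the log2 scale and 99% of those changed by 1, with 14 false calls (6.90% of its calls). The median fitted change of these sizes was 0.548 and 0.916. With voom on reads, 97.0% and 99% were recovered, with 6 false calls. The simulated changes were balanced between higher and lower, at a dispersion of 0.001. In the data 6178 of 11367 genes were called, so these rates do not test how scaling acts when many genes change. Recovery of whole reads from RPKM was tested in the same way.

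Alternatives set before the data were examined were median-ratio size factors, no filter on low values, a mean of at least 50 reads, a prior without robust estimation, the longest transcript per gene, all transcripts, leaving out each library in turn, the replicate number as a block, other list tests, and a 2-fold threshold. Added after the data had been seen were pseudocounts of 0.1 and 0.5, a filter of 1 RPKM, voom on the recovered reads, and the fold changes and p-values of the authors' deposited table adjusted over the same genes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.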

Results

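RNA was sequenced from cardiac progenitor cells (CPCs) that had been differentiated from mouse embryonic stem cells (ESCs) for 5 days and sorted by flow cytometry for GFP driven by the cardiac gene Nkx2-5. There were 2 control libraries and 2 libraries from ESCs with a short hairpin RNA (shRNA) knockdown (KD) of Baf60c, the heart-enriched subunit of the SWI/SNF chromatin remodelling complex that is encoded by Smarcd3. The extraction protocol in the sample records mentions pools of ESCs for both groups, but how many there were per group and which library came from which is not clear from it, so p-values measure the spread between these libraries, which may be technical in part. The authors' counts summed over transcripts were 22064092 to 30398452 per library, where a read shared by several transcripts of a gene is counted in each. The 1 transcript per gene used for testing held 12623006 to 17649423 reads. At least 1 read was found for 14829 and 14842 genes in control and for 14930 and 15162 genes in Baf60c KD. The 10 genes with most reads took 4.33% and 4.34% of the reads in control and 3.47% and 3.46% in Baf60c KD. The comparison of both groups asks which genes depend on Baf60c in CPCs.

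Smarcd3, the target of the knockdown, was lower in both Baf60c KD libraries. Its level was 173.9 and 166.8 RPKM in the control libraries and 46.42 and 46.34 RPKM after knockdown, a mean of 170.4 ± 5.01 (SD, n = 2) against 46.4 ± 0.0535 RPKM (SD, n = 2) and a 3.67-fold lower level. The log2 fold change was −1.85 with a standard error of 0.030 (limma, Benjamini-Hochberg adjusted p = 2.7e-10). In the mm9 build the gene (NM_025891) lies on the minus strand of chromosome 5 from 24096636 to 24107830, and its exons share bases with Chpf2 and Mir671 on the opposite strand. A pair of shRNA target sequences is given for Baf60c in the study's methods, and which of them was used for these libraries is not given in the sources used here. Sh1 (CGCCTAAAGTTCTCTGAGATT) matched chromosome 5 from 24099802 to 24099822, in the coding sequence of exon 9 of 13 of Smarcd3. Sh2 (GCTGCGCCTTTATATCTCCAA) matched 24101632 to 24101652, in the coding sequence of exon 5. Each sequence had 1 match in the genome.

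Loss of Baf60c was accompanied by lower expression of the contractile apparatus and higher expression of Hox, cell cycle and matrix genes, as described list by list below. Of 11367 genes tested, 6178 passed an adjusted p of 0.05 (limma, Benjamini-Hochberg), 4105 of them higher and 2073 lower in Baf60c KD. Replicates lay close together, many of these differences were small, and 278 of the genes changed by more than 2-fold, 135 higher and 143 lower. At the study's thresholds, an unadjusted p under 0.05 and an absolute log2 fold change over 0.58, there were 951 genes, 546 higher and 405 lower. Both counts were larger where low genes are shrunk less, with 607 genes over 2-fold and 1560 at the study's thresholds for voom on the recovered reads, and 548 and 1490 for a pseudocount of 0.1. In the authors' deposited table, with p-values adjusted over the same genes, 576 were over 2-fold. The share of higher genes among those passing was 66.5%. It depended on the scaling of the libraries, since median-ratio factors gave 3160 higher and 2679 lower genes (54.1% higher) and the p-values of the authors' deposited table, adjusted over the same genes, gave 1980 higher and 2045 lower (49.2% higher). The excess of higher genes at the study's thresholds was likewise absent with median-ratio factors (456 higher and 463 lower) and in the authors' deposited table (691 and 714).

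**Figure D1:**
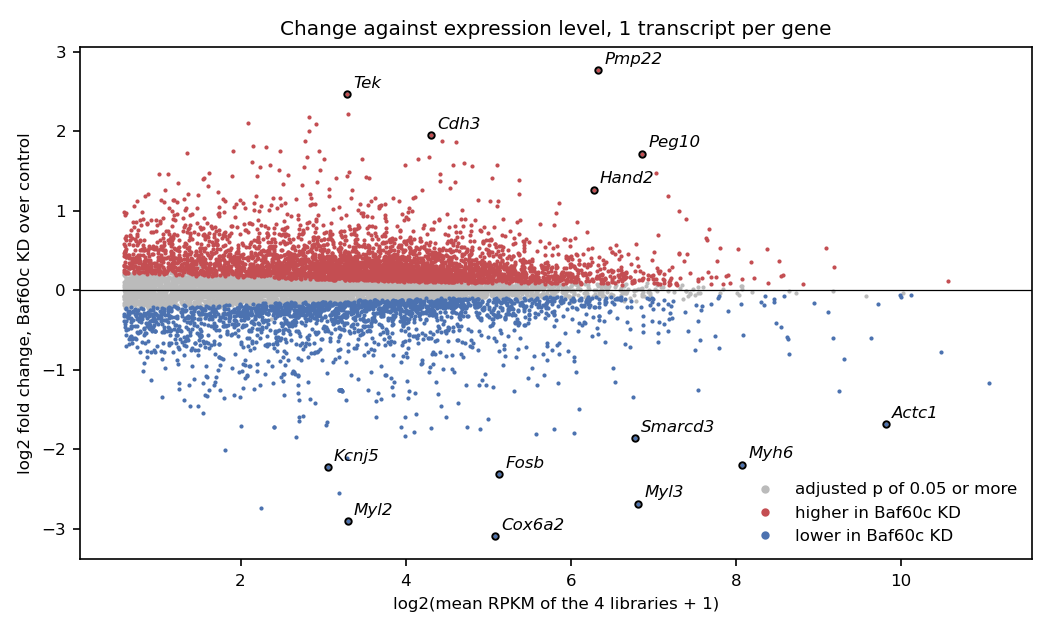
Log2 fold change of Baf60c KD over control (vertical axis, on log2(RPKM + 1)) against log2 of the mean RPKM of the 4 libraries + 1 (horizontal axis), 1 point per gene of 11367 tested, coloured by direction where limma's adjusted p was under 0.05. Smarcd3 and sarcomere genes such as Myh6 lie far below 0 and Pmp22 and Tek far above, and Peg10 was labelled after its value was seen.

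Of the 12 genes that fell most on the log2(RPKM + 1) scale, 6 encode sarcomere proteins or a muscle form of a mitochondrial enzyme. Cox6a2, the muscle form of a cytochrome c oxidase subunit, fell from 59.6 ± 2.61 to 6.14 ± 0.0755 RPKM (SD, n = 2 each), a log2 fold change of −3.09 (SE 0.043). It was followed by the myosin light chains Myl2 (−2.90), Myl1 (−2.74) and Myl3 (−2.68) and by cardiac troponin I, Tnni3 (−2.54). The order depends on that scale, since the RPKM itself was 9.71-fold lower for Cox6a2, 12.4-fold lower for Myl2 and 30.5-fold lower for Myl1. In the Baf60c KD libraries Myl1 had 5 and 5 reads and Myl2 21 and 22, so the size of these ratios is imprecise. Further down came the immediate-early gene Fosb (−2.31), the potassium channel gene Kcnj5 (−2.22), the myosin heavy chain Myh6 (−2.19), the mitochondrial gene Chchd10 (−2.11), Smarcd3 itself, Angpt1 (−1.85), which encodes the ligand of the receptor Tek, and the transcriptional co-regulator Cited1 (−1.83). The largest adjusted p among these 12 genes was 7.57e-07, for Chchd10 (limma). Exons of Cox6a2, Myl2, Chchd10 and Angpt1 share bases with a gene on the opposite strand and those of Tnni3 with one on the same strand, and reads of such partners could not be separated in these values.

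Pmp22, a myelin and epithelial membrane protein gene, had the largest increase on the log2(RPKM + 1) scale, from 19.7 ± 0.414 to 139.6 ± 1.89 RPKM (SD, n = 2 each), 7.10-fold, with a log2 fold change of 2.77 (SE 0.032). The angiopoietin receptor gene Tek rose from 1.99 ± 0.188 to 15.6 ± 0.0954 RPKM (2.47), a larger ratio of 7.81-fold, and the ratio of Sdpr was 9.57-fold. After these came Klhl6 (2.22), Sdpr (2.10), Vstm2b (2.10), Rprm (2.00), the cadherin gene Cdh3 (1.95), the zinc finger factor Mecom (1.88), Lrrn4 (1.87), Plac8 (1.87) and Upk3b (1.81). The largest adjusted p among these genes was 6.07e-07, for Upk3b (limma). Sdpr and Upk3b were below 1 RPKM in control, where a fold change on log2(RPKM + 1) understates the change. Mecom shares exon bases with a gene on the opposite strand.

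**Figure D2:**
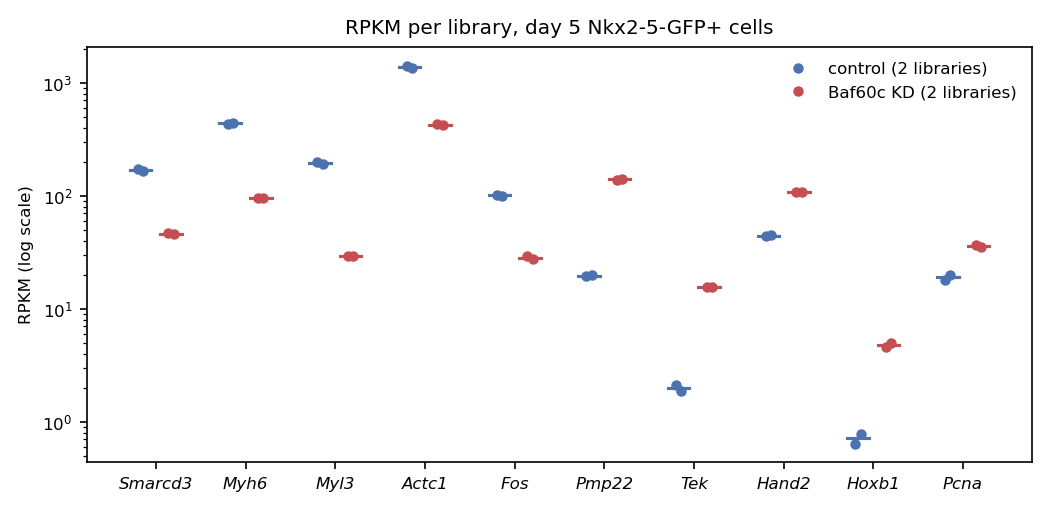
RPKM (log scale) of 10 genes in each of the 2 control and 2 Baf60c KD libraries, 1 point per library and a line at the group mean. For each gene drawn, the 2 libraries of a group lie closer to each other than to either library of the other group.

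Sarcomere genes fell almost without exception. Of 42 tested, 41 were lower and 1 was higher, and the counts adjusted over the list alone were the same, with a median log2 fold change of −0.90. Myh6 fell from 440.2 ± 6.19 to 95.6 ± 0.333 RPKM (SD, n = 2 each), Myl3 from 193.9 ± 5.01 to 29.4 ± 0.0103 and Actc1, cardiac actin, from 1375 ± 48.7 to 427 ± 3.18, log2 fold changes of −2.19, −2.68 and −1.68. The atrial light chain Myl4 fell by 1.26 on the log2 scale. Ankrd1, which encodes a stretch-responsive ankyrin repeat protein of the sarcomere and was named after its values were seen, was the 1 member that rose, by 1.22. The list passed the camera test (Benjamini-Hochberg over 22 lists, adjusted p = 9.78e-33), with an adjusted p = 0.143 with an estimated correlation. In the same libraries the epicardial genes Bnc1 (1.67) and Wt1 (1.34) rose, while the epicardial list, with 4 of 6 markers higher, missed the threshold (camera adjusted p = 0.0936).

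Genes of excitation and contraction moved with the sarcomere. Among calcium handling genes 12 of 20 were lower and 4 higher, in the whole set and adjusted over the list alone, with a median of −0.52. Hrc, which encodes a calcium-binding protein of the sarcoplasmic reticulum, fell by 1.42 on the log2 scale, the calcium channel subunit Cacna2d2 by 1.30, the sodium-calcium exchanger Slc8a1 by 1.22 and the calcium pump Atp2a2 by 0.75. The list's adjusted p was 9.82e-06 in camera, and adjusted p = 0.218 with an estimated correlation. Of 13 ion channel, pump and gap junction genes 9 were lower and 3 higher, also adjusted over the list alone, with a median of −0.45. Kcnj5 fell by 2.22, whereas the gap junction gene Gja1 rose by 0.71. This list's adjusted p was 0.000327 in camera, and adjusted p = 0.237 with an estimated correlation.

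Energy metabolism genes of heart muscle were lower at 12 of 22 members and higher at 4, with the same counts adjusted over the list alone. Beside Cox6a2, the enolase gene Eno3 fell by 1.02, Cox7a1 by 1.16 and the muscle glycogen phosphorylase Pygm by 1.45 on the log2 scale. The list median was −0.14 and its mean −0.42, so a part of the list carried most of the decrease (camera adjusted p = 9.43e-05, and adjusted p = 0.218 with an estimated correlation).

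Cardiac transcription factors moved both ways. Of 27 tested, 9 were higher and 15 lower, against 11 higher and 15 lower adjusted over the list alone. Hand2 rose from 44.5 ± 0.547 to 108.4 ± 0.844 RPKM (SD, n = 2 each; log2 fold change 1.27), Hand1 by 0.63 and the Gata cofactor Zfpm1 by 0.83. Nkx2-5, whose reporter was used for sorting, fell by 0.46 and Tbx5 by 0.48, while Gata4 rose by 0.39, and these 3 were named after their values were seen. The median was −0.15 and the mean 0.05, and camera, which pointed down, did not pass (adjusted p = 0.0955). Of 17 genes of the second heart field, the progenitors of outflow tract and right ventricle, 9 were higher and 5 lower, also adjusted over the list alone, with a median of 0.17 (camera adjusted p = 0.237, but 0.0182 without Baf60c KD replicate 1 and 0.015 without replicate 2). Msx1 (1.14), Msx2 (0.58) and Hand2 rose and the Notch ligand gene Jag1 fell by 0.65. Isl1, named after its values were seen, was at 22.0 ± 0.158 RPKM in control and 20.01 ± 0.108 RPKM in Baf60c KD (SD, n = 2 each), a log2 fold change of −0.13 (limma, adjusted p = 0.0151).

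Hox genes set position along the body axis, and those above the filter on low values rose. Of 39 members 9 were tested, and all of them were higher, in the whole set and adjusted over the list alone, with a median log2 fold change of 0.89. Hoxb1 rose from 0.715 ± 0.101 to 4.79 ± 0.227 RPKM (SD, n = 2 each; 1.76), Hoxb3 by 0.89 and Hoxd1, which was at 0.0957 RPKM in control, by 1.19. Hoxd1, and Hoxd8 and Hoxd9, which were named after their values were seen, were below 0.5 RPKM in control and passed the filter on the mean through their level in Baf60c KD, so the filter favoured higher genes there. Without the filter, 18 of 33 members were higher, none was lower and 15 did not pass, with a median of 0.16. The camera test gave an adjusted p of 2.31e-05, and adjusted p = 0.218 with an estimated correlation. Hoxb3 shares exon bases with a gene on the opposite strand.

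DNA replication and mitosis genes were higher at 27 of 31 members and lower at none, also adjusted over the list alone, with a median of 0.30. Rrm2, a subunit of ribonucleotide reductase, rose by 0.89, the replication clamp Pcna by 0.88, the helicase subunit Mcm7 by 0.65 and the mitotic kinase Aurkb by 0.64 (camera adjusted p = 1.71e-07 for the list, and adjusted p = 0.218 with an estimated correlation). Fibroblast and matrix genes were higher at 14 of 19 members and lower at 3, also adjusted over the list alone, with a median of 0.42. The collagen gene Col1a1 rose from 6.98 ± 0.186 to 22.9 ± 0.0983 RPKM (SD, n = 2 each; 1.58), Fbln2 by 1.41, Twist1 by 1.27, Sparc by 0.59 and Fn1 by 0.26, while the proteoglycan Vcan fell by 1.15. The list's adjusted p was 0.0155 in camera, and adjusted p = 0.282 with an estimated correlation. Of 36 genes of Wnt, BMP, Notch, FGF, Hedgehog and Nodal signalling 24 were higher and 6 lower, or 25 and 6 adjusted over the list alone, with a median of 0.31. Gli2 (1.16), Sfrp1 (0.95) and Spry2 (0.70) rose and Wnt2 fell by 0.88 (camera adjusted p = 0.0174 for the list, and adjusted p = 0.329 with an estimated correlation).

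Immediate-early genes, transcribed within minutes of a stimulus, were lower at 12 of 13 members and higher at none, also adjusted over the list alone, with a median of −0.61. Fos fell from 101 ± 0.861 to 28.3 ± 1.09 RPKM (SD, n = 2 each; −1.80), Fosb by 2.31, Egr1 by 1.74 and Jun by 1.62 on the log2 scale. The list passed camera (adjusted p = 1.35e-10), with an adjusted p = 0.207 with an estimated correlation. Stress response genes were lower at 10 of 21 members and higher at 2, also adjusted over the list alone, with a median of −0.12 and a camera adjusted p of 0.000241, and adjusted p = 0.372 with an estimated correlation. The members with the smallest p were Trib3 (−1.59), Asns (−0.58), Atf4 (−0.51) and Chac1 (−0.99), which belong to the response to amino acid shortage and not to the targets of p53.

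Markers of other cell types gave no single picture. Of 18 endothelial markers 6 were higher and 4 lower, with a median of 0.04 (camera adjusted p = 0.878); Tek (2.47), Kdr (0.72), Egfl7 (0.33) and Etv2 (0.96) were among those that rose. The lower ones, named after their values were seen, were Cdh5 (−0.51), Tie1 (−0.40), Esam (−0.39) and Plvap (−0.29), the last near the threshold (limma, adjusted p = 0.047), with an unadjusted p of 0.0713 in the authors' deposited table. Ets1 (−0.06) and Eng (0.03) did not pass, and the sign of Eng turned with median-ratio factors. Of 6 blood markers 3 were higher and none lower, with a median of 0.36. These were the embryonic globins Hbb-bh1 (1.66) and Hba-x (1.75) and the factor Tal1 (0.56), while Gata2 (0.16), Lmo2 (0.16) and Itga2b (−0.05) did not pass, except Lmo2 without Baf60c KD replicate 1 (limma, adjusted p = 0.0181). The blood list missed the threshold in camera (adjusted p = 0.0949) and passed it without Baf60c KD replicate 1 (0.00179) or 2 (0.00441). Of 11 epicardial markers 6 were tested, of which 4 were higher and none lower, with a median of 0.89. Wt1 (0.337 RPKM) and Tcf21 (0.450 RPKM) were below 0.5 RPKM in control. They passed the filter on the mean through their level in Baf60c KD, so the filter favoured higher genes there. Bnc1, Wt1 and Upk3b rose, as did Tcf21 (0.44), whose call was lost without Baf60c KD replicate 1 (adjusted p = 0.0695, limma), and Krt19 (−0.09) and Upk1b (−0.02) did not pass. Krt19 did pass without control replicate 2 (adjusted p = 0.0457, limma), with median-ratio factors (0.0104) and with all transcripts (0.0328). This list also missed the threshold (camera adjusted p = 0.0936) and passed it without Baf60c KD replicate 1 (0.0012) or 2 (0.000469). Of 15 smooth muscle markers 6 were higher and 7 lower. Acta2 (−0.60), Cnn1 (−0.93), Myh11 (−1.15) and Tpm4 (−0.18) fell and Tagln (0.50) and Cald1 (0.56) rose, and the median was −0.18 while the mean was 0.02 (camera, pointing down, adjusted p = 0.289). In each of these 4 lists the counts adjusted over the list alone were the same.

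Few markers of earlier or alternative fates lay above the filter on low values. Of 18 pluripotency markers 4 were tested, of which 3 were lower and 1 higher, with a median of −0.87. The lower ones were Klf2 (−1.25) and Klf4 (−1.09), which also respond to stimuli in differentiated cells, and Tdgf1 (−0.64), which is also active in mesoderm. The higher one was the RNA-binding protein gene Lin28a (0.74). Camera passed at an adjusted p of 0.047, with an adjusted p = 0.329 with an estimated correlation, and the call was also lost without control replicate 2 (0.0513), with median-ratio factors (0.0861), with a minimum of 50 mean reads (0.0627), with voom (0.244) and without the filter on low values, where the direction turned (0.896). Of 22 early mesoderm genes 4 were tested, with a median of 0.74 (camera adjusted p = 0.268). Of these, 3 were higher, Snai1 (1.32), Cdx2 (1.13) and Rspo3 (0.36), and Pdgfra (−0.29) was lower. Cdx2, at 0.053 RPKM in control, passed the filter on the mean through its level in Baf60c KD, so the filter favoured higher genes there. Endoderm genes had 2 higher, Epcam (0.37) and Cldn6 (0.41), and 2 lower, Apom (−0.44) and Ttr (−0.25), of 7 tested, and Rbp4 (−0.24) and Hhex (0.17) did not pass. The median of this list was −0.00112, its mean was 0.0012 and camera pointed down (adjusted p = 0.565). The call of Ttr was lost without Baf60c KD replicate 1 (adjusted p = 0.0604, limma) and with voom (0.0845), whereas without control replicate 2 Rbp4 (0.000268) and Hhex (0.0067) passed, and Rbp4 also without Baf60c KD replicate 1 (0.0121) or 2 (0.033), with median-ratio factors (0.0399) and with voom (0.025). Neural genes were lower at 4 of 5 tested members, Pax6 (−0.68), Otx2 (−0.66), Nes (−0.37) and Stmn2 (−0.34), and higher at Sox2 (1.21), which was at 0.107 RPKM in control and 1.56 RPKM after knockdown, with a median of −0.37 (camera adjusted p = 0.0832). The call of Stmn2 was lost without control replicate 1 (adjusted p = 0.0554, limma). Of 29 interferon response genes 8 were tested, with a median of 0.34 (camera adjusted p = 0.117). Of these, 5 were higher and none lower, among them Ifit2 (1.20), Ifitm3 (1.07), Tap1 (0.57) and Stat2 (0.24). Tap1 (0.345 RPKM) and Ifi35 (0.311 RPKM) were below 0.5 RPKM in control. Both passed the filter on the mean through their level in Baf60c KD, so here too the filter favoured higher genes. In the authors' deposited table, with p-values adjusted over the same genes, Epcam, Apom, Cldn6, Ttr, Stmn2 and Stat2 did not pass (adjusted p from 0.061 for Stmn2 to 0.331 for Ttr), nor did Tcf21 (0.16). In each of these 5 lists the counts adjusted over the list alone were the same.

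The other SWI/SNF subunits changed little. Of 26 tested, 9 were higher and 5 lower, or 9 and 6 adjusted over the list alone, with a median of 0.04 and camera pointing down (adjusted p = 0.723). Smarcd1, which encodes the related subunit Baf60a, rose from 22.0 ± 0.859 to 31.8 ± 0.763 RPKM (SD, n = 2 each; log2 fold change 0.51) and Smarcc1 rose by 0.24, while Phf10 fell by 0.57 and Bcl7a by 0.34. Smarca4, which encodes the ATPase Brg1 and was named after its values were seen, rose by 0.18. Smarcd1, Phf10 and Bcl7a share exon bases with genes on the opposite strand.

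**Figure D3:**
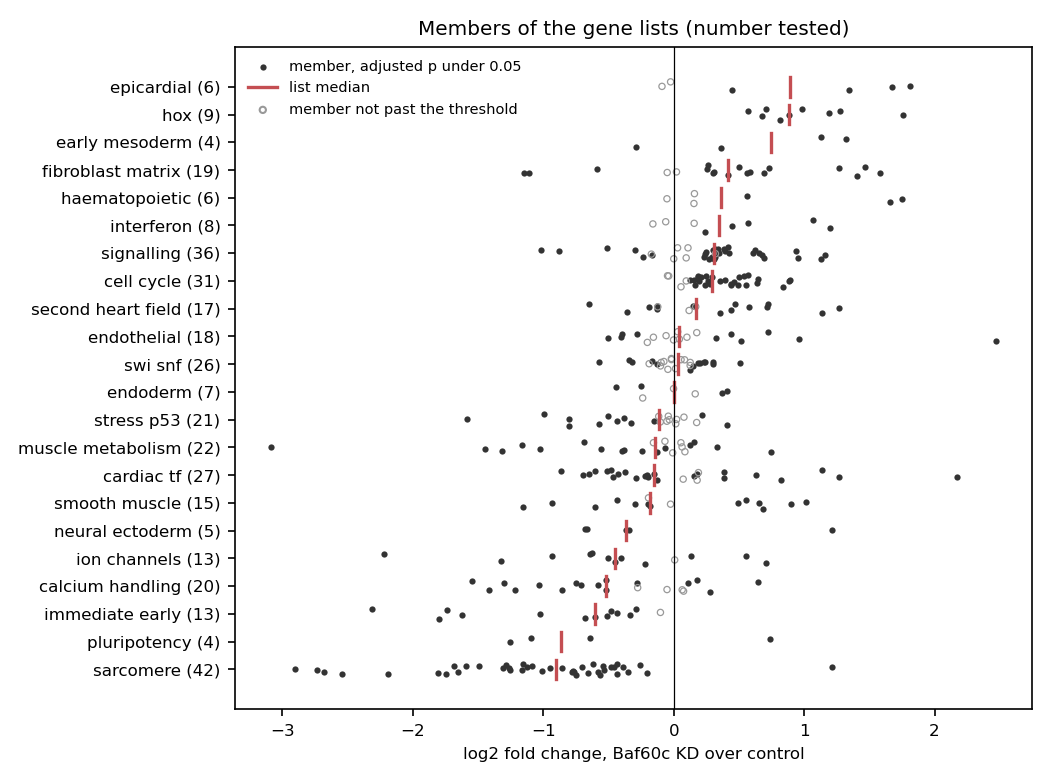
Log2 fold change of Baf60c KD over control for every tested member of 22 gene lists, 1 list per line with its number of tested members, filled where limma's adjusted p was under 0.05 and open where not, and a red bar at the list median. Sarcomere genes lie to the left with a median of −0.90, and Hox genes all lie to the right with a median of 0.89.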

Values the study reported

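After Baf60c knockdown, the study reported 1771 genes with altered expression in sorted Nkx2-5-GFP+ progenitors, at a fold change above 1.5 (log2 fold change beyond 0.58 in either direction) and a p-value under 0.05. It reported 1014 such genes in Isl1 knockout progenitors, of which 42.6% were also altered by Baf60c knockdown. Gene ontology terms of muscle contraction, sarcomere organization and ion transport were reported for genes that fell, and anterior/posterior patterning for genes that rose.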

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

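The separate test of the noncoding part of the table was chosen after the data had been seen. Of 3233 noncoding symbols found only in that part, 487 were tested with limma on their own normalisation, and 8 were higher and 9 lower in Baf60c KD at an adjusted p under 0.05. The 8 higher ones drew attention because they exceeded the level in the control libraries in data outside the tests of the main part. The 3 with the largest increase and at least 50 mean reads are given below, with 2 of the lower ones that were chosen after their values were seen.

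H19, an imprinted noncoding RNA, rose from 144.7 ± 3.73 to 427.4 ± 5.92 RPKM (SD, n = 2 each), a log2 fold change of 1.56 (SE 0.035; limma, adjusted p = 0.00255). Mir675, whose precursor lies within H19 and shares its reads, rose by 1.53 (limma, adjusted p = 0.0268). Rubie rose from 2.56 ± 0.337 to 8.30 ± 0.209 RPKM (SD, n = 2 each), a log2 fold change of 1.39 (limma, adjusted p = 0.0268). Among the lower ones, Mhrt, a noncoding RNA of the cardiac myosin heavy chain locus, fell from 32.6 ± 2.06 to 14.9 ± 0.793 RPKM (SD, n = 2 each), a log2 fold change of −1.08 (limma, adjusted p = 0.0268), and reads of overlapping myosin transcripts were not separated by strand. The noncoding transcript 5430431A17Rik fell from 90.3 ± 0.532 to 39.6 ± 1.05 RPKM (SD, n = 2 each), a log2 fold change of −1.17 (limma, adjusted p = 0.00815).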

How the results depend on the processing

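Pseudocounts of 0.1 and 0.5, a filter of 1 RPKM, voom on recovered reads and the authors' deposited values were chosen after the data had been seen. Library size alone equals the RPKM scaling used here, trimmed-mean scaling and a refit of the study's count test were not run, and the deposited fold changes and p-values stand in for the latter. Smarcd3 kept its direction and its call under every alternative, with a log2 fold change between −1.82 and −1.95. The 6178 genes changed ranged from 5288 to 5960 when 1 library was left out, each lone library being assumed to vary like the other group, and 5233 of them were also called with median-ratio factors. The p-values of the authors' deposited table gave 4025, of which 3787 were shared, and the cause was not tested. At the study's thresholds, 951 genes became 1490 with a pseudocount of 0.1 and 1560 with voom, where low genes are shrunk less by construction, 960 to 987 without 1 library, and 278 over 2-fold. Those 278 became 548 with a pseudocount of 0.1, 607 with voom and 576 in the authors' deposited table, and 272 to 277 without 1 library.

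Of 107 named genes past the threshold, 100 or more kept direction and call under each alternative. Among named genes that did not pass, signs turned for Eng with median-ratio factors (−0.013) and in the authors' deposited values (−0.0277). Leaving out 1 library gave log2 fold changes across 0 for Eng (−0.0233 to 0.0842, below 0 without control replicate 2 or Baf60c KD replicate 2), Ets1 (−0.171 to 0.0534, above 0 without Baf60c KD replicate 1), Upk1b (−0.0843 to 0.0366, likewise), Itga2b (−0.117 to 0.0132, above 0 without control replicate 1 or Baf60c KD replicate 2) and Hhex (−0.0183 to 0.348, below 0 without control replicate 1). The cause was not tested. Of 22 lists, 11 passed with the preset correlation, 10 to 15 without 1 library, 0 with an estimated correlation and 19 with fry, which asks whether a list's own genes move and not whether they move more than others. Fry pointed up, against camera, for cardiac transcription factors (0.0035), SWI/SNF subunits (0.0177) and endoderm (0.146), and pluripotency turned without the filter on low values (0.896), where more markers were tested. With the replicate block 6161 genes changed, 951 at the study's thresholds and 278 over 2-fold, with −1.85 for Smarcd3 and 10 lists past the threshold, pluripotency being the list lost (0.055), as it was with a minimum of 50 mean reads (0.0627), voom (0.244), median-ratio factors (0.0861) and without control replicate 2 (0.0513). Apart from fits without 1 library and fry, lists that gained a call were second heart field (0.0127) and epicardial (0.00848) with voom, haematopoietic without the filter (0.0264) or at 1 RPKM (0.0369), and neural ectoderm at 1 RPKM (0.00663). Rbp4 gained one with the block (0.0354). Same-numbered libraries did not deviate together (r = 0.024 across genes, 2 pairs). Since replicates differed by little more than counting noise, this cannot exclude a shared preparation. Depth limits genes near 1 RPKM, of which Hoxd1, Cdx2 and Sox2 rest on few reads in control. Myl1 rests on few reads in Baf60c KD.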

Other observations

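Tests of dilution, of library scaling, of ERK feedback genes, of heat shock genes and of imprinted genes were chosen after the results had been seen, and the search for shRNA seed sites was set out before its own result but after the sarcomere result. At the study's thresholds 951 genes changed here, on a scale that understates the change of low genes. That is lower than the value quoted from the study above, but the counts do not rest on the same measure. For the same genes the count was 1490 with a pseudocount of 0.1, 1560 with voom on recovered reads and 1405 with the authors' deposited values. At those thresholds the authors' deposited table holds 1771 gene symbols, from 2804 transcripts, whereas the transcript with most mean reads stood for each symbol here. Of these symbols, 918 also passed in the limma fit and 338 were under the RPKM filter.

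Imprinted genes, which are expressed from 1 parental copy, changed in number, and their list was drawn up after values of H19, Nnat and others had been seen. Of 33 tested, 19 were higher and 6 lower in Baf60c KD (limma, adjusted p under 0.05). Peg10 rose from 53.4 to 178 RPKM (log2 fold change 1.72), Nnat from 2.53 to 10.9 (1.76), Phlda2 from 17.0 to 47.0 (1.41), Dlk1 from 35.9 to 78.1 (1.10) and Peg3 from 104.4 to 210.1 (1.00). Cdkn1c, a brake on cell division, fell from 119.6 to 60.1 RPKM (−0.98), Grb10 from 161.1 to 102.1 (−0.65) and Igf2 from 695.8 to 459.7 (−0.60). Slc38a4 (−0.0036), Snrpn (−0.01) and Gab1 (−0.01) did not pass.

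For the imprinted genes, the median absolute log2 fold change was 0.334, against a median of 0.158 and a highest value of 0.383 in 10000 random lists matched on expression, of which 2 were as large (one-sided permutation p = 3e-04). Since the list was assembled after part of the values were known, this p is too small by an unknown amount. A switch of imprints in the ESC pools would move genes of the same copy together and genes of opposite copies apart. Yet 7 of 16 pairs of changed genes in a cluster moved against that, Peg3 with Zim1 and Cdkn1c against Phlda2 among them. The pairs are not independent, since genes such as Asb4 and Zim1 stand in several of them. Across clusters, the changed genes known to be expressed from the paternal copy were all higher except Igf2. Those of the maternal copy went both ways, with Phlda2, Zim1, Copg2 and Asb4 higher and Cdkn1c, Grb10, Igf2r, Ppp1r9a and Gnas lower. Asb4 (0.20) and Copg2 (0.21) also changed little. H19, paired with Igf2, was measured in the separately normalised part. The known copy was in some cases established in other tissues only. An imprint lost at single clusters, a difference between ESC pools and a response to Baf60c remain open and may act together, and allele-resolved reads were not analysed here.

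For the sarcomere genes, a larger share of cells without Nkx2-5 would lower them by no more than Nkx2-5 itself (−0.46), provided that its level per cell held, yet 26 of 42 lay below that by more than 3 combined standard errors, in cells sorted for the Nkx2-5 reporter. A change of scaling shifts all genes by a similar amount, so median-ratio factors could not have removed the gap between this list and other genes. With those factors the list median was −0.952 and the median of all genes tested 0.0182 (camera adjusted p = 7.94e-28 for the list). Direct seed matches of the shRNAs as the main cause were argued against by 12 of 42 searched sarcomere genes with a 7-base site. Such a site of either shRNA stood in an annotated 3' UTR of 28.6% of them. Among 10259 other genes the share was 24.4% (one-sided Fisher's exact test, p = 0.319). An off-target effect that acts through another gene was not tested. One hypothesis is that Nkx2-5-positive cells were less mature after knockdown, which could hold for all of them or for a part, and it was not tested. A difference between the ESC pools that is unrelated to Baf60c also stays open, with 2 libraries per group.

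For the immediate-early genes, lower ERK signalling would be predicted to lower its feedback genes. Their median was 0.347 instead (0.297 with median-ratio factors), with 4 of 6 higher and none lower in the main fit. Spry4, named after its values were seen, did not pass there (−0.17) but was lower with voom (−0.31, limma-voom adjusted p = 0.0159). ERK activity itself was not measured, so these values cover the feedback genes only. A stronger response of control cells to dissociation and sorting cannot be told apart from an effect of the knockdown, because the 8 heat shock genes went both ways. The 2 higher ones were Hspa8 (0.53) and Hspd1 (0.24). The 3 lower ones were Hspb1 (−0.87), Hspa1a (−0.38, at a mean of 0.533 RPKM) and Dnajb1 (−0.15), all named after their values were seen. The median was −0.037, and 0.06 over the 6 above 10 RPKM. Handling of the cells before lysis is therefore a candidate source that these libraries leave open.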
